A study of Mus musculus with 2 samples. Its data were reported in "DNMT1-mediated regulation of somatostatin-positive interneuron migration impacts cortical architecture and function" (2025).

How the data were processed

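Dorsal telencephalons of wild-type mouse embryos at embryonic day 14.5 (EomesDot line, control animals) had been dissociated and profiled by droplet-based single-cell RNA sequencing. The study describes C57BL/6J embryos, whereas the labels of these libraries name the EomesDot line, and how these relate is not stated. Its prediction of signalling is given with N = 5, and these 2 libraries are the ones used here. Both libraries, named here replicate 2 and replicate 4 after the numbers in their titles, belonged to the WT group, so no comparison between groups of animals was possible. The authors prepared the libraries with a 10x Genomics kit that captures the 3′ ends of transcripts and processed the reads with Cell Ranger. The deposited values are raw UMI counts per gene and cell barcode after Cell Ranger's cell calling, with no normalization. A UMI is a molecular tag that marks one captured transcript. This version of the software counts intronic reads unless told otherwise, and whether the authors changed that is not stated. The genome build is not stated either, so no coordinates are given and genes are named by the symbols and Ensembl IDs of the files. The tables held 32285 genes and 4301 barcodes.

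Barcodes with at least 1000 detected genes and at most 10% mitochondrial UMIs were kept. Doublets were called per library with Scrublet in scanpy and left out, which marked 9 barcodes (0.743%) in replicate 2 and 18 (0.913%) in replicate 4. In total 3155 cells were retained. UMI counts were scaled to 10000 per cell and log-transformed. The 35 genes of the list below were left out of the 2000 variable genes used for clustering. Clusters were found by the Leiden algorithm at resolution 1 on a shared-neighbour graph of 20 neighbours over 30 principal components, without correction between libraries. This gave 22 clusters. GABAergic neuron-like clusters were clustered again with 15 neighbours into 7 sub-clusters.

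Clusters were named from marker lists fixed before the data were examined. A marker counted as raised at a log2 ratio of at least 1 to the median cluster, in at least 25% of cells. For this ratio 10 CPM (UMI counts per 1e+06 UMIs of the cell or sum) were added. A name needed at least 3 raised markers. A cluster also stayed without a name where its 10 leading genes held more markers of another class. So did a cluster of low depth (median below the library median divided by 3) with no marker of its class among those genes. The scoring rule, unlike the lists, was revised after the first clusterings had been seen: hemoglobin genes were taken out of the competition for names, folds were set against the median cluster, and sub-clusters stayed without a name where their 10 leading genes held a marker of another sub-class, or where under 50% of their markers were raised and none was among those genes. A sub-cluster of 20 cells with leading genes of both MGE and CGE interneurons was left without a sub-class by that rule. Sst was the first of its leading genes, so the revised rule kept Sst-positive cells out of the Sst contrast and the senders. MGE and CGE, the medial and caudal ganglionic eminences, are the subpallial sources of cortical interneurons. Counting this sub-cluster as MGE interneuron-like was added as an alternative after the data had been seen. The names are rebuilt here and may differ from the clusters of the study.

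UMIs were summed per library and cell class. The 8 classes with at least 10 cells in each library (16 sums) entered 1 fit with edgeR's quasi-likelihood test, TMM normalization and filterByExpr, and 12819 genes were tested. Sst-positive (at least 1 Sst UMI) and Sst-negative MGE interneuron-like cells were compared in a fit of their own over 7673 genes, without Sst. All adjusted p-values are from these edgeR fits with Benjamini-Hochberg adjustment over the genes tested, and a gene was called at an adjusted p-value under 0.05. Standard errors of log2 fold changes were approximated as the fold change divided by the square root of the F statistic. Cells were never used as replicates. Because classes were made from the same counts that were tested, an alternative fixed beforehand made the classes from one random part of each cell's UMIs and tested the other.

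Sums of the same number came from the same library, which pairs them. The deviations of classes from their means correlated between classes of a library with a median of 0.0658 over 28 pairs of classes (from -0.00834 to 0.289), from 0.115 to 0.289 over the 6 pairs of the 4 classes compared, and with 0.130 between Sst-positive and Sst-negative cells. The library as a block was therefore an alternative.

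The genes reported were fixed beforehand: 35 DNA methyltransferase, ligand and receptor genes, whatever their result, and for the Sst contrast also up to 3 called genes per direction with the largest fold change and the same sign in both libraries. Results of some of these genes are not reported here, though counts include them. The fits were tested on simulated data with 200 changed genes, or 184 in the Sst contrast. Of these, 76% were recovered for MGE interneuron-like against excitatory neuron-like cells (10133 genes), 64.5% against RGC-like cells (10623 genes), 70.5% against IPC-like cells (10635 genes), 80% for RGC-like against IPC-like cells (10448 genes) and 59.2% for the Sst contrast (7351 genes). False calls made up 7.88%, 5.15%, 2.76%, 8.57% and 11.4% of calls in the same order. That is above the 5% aimed at in 4 of the 5 comparisons. These shares hold for the simulated data alone. Between classes, 2347 to 6414 of 12819 genes were called in the real data, far more than the 200 changed in the simulation. The shares therefore do not measure the recovery or the false calls of the reported fits.

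CellChat, which the study used, was not used here. For 34 ligand-receptor pairs fixed beforehand a score was computed per library as the product of the ligand level in senders and the receptor level in receivers, divided by that product plus 0.5. A level was the trimean over cells of log-transformed counts divided by the largest value in the data. The score carries no p-value. Cell cycle phases came from the mean log-transformed level of 20 S phase and of 22 G2/M phase genes, each less its mean over all cells. Cells at or below that mean in both scores were called G1-like. The others took the phase of the higher score. No control genes were used. To compare shares of cells with a UMI, each cell was thinned to 5000 UMIs, which left out 67 retained cells of replicate 2 and 126 of replicate 4. Intervals are 95% exact binomial (Clopper-Pearson) or exact Poisson intervals, floors are 3 counts, and both cover counting error only.

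Alternatives were other cell filters, doublets kept, Leiden resolutions 0.5 and 2, scaling within libraries, DESeq2 size factors and its Wald test, all genes with at least 1 count, fits of the compared classes alone, other averages and constants for the score, thinning, and values from 1 library. Gene spans for a check of length were taken from GENCODE vM39 (GRCm39) by Ensembl ID and matched 31674 of the 32285 genes. Tests of 10 explanations were written down with their outcomes. The test of shallow capture was replaced 2 times: thinning was dropped before it was run because it keeps shares by construction, and the mitochondrial share that followed gave opposite answers for pooled UMIs and for the median cell. The test of depth in the Sst contrast was replaced 1 time: the sign of the called genes after thinning was set aside because these genes were chosen for the pattern, and random splits of the thinned cells took its place. The test of subpallial tissue was replaced by a count of cells with Gsx1 or Gsx2 UMIs, because the striatal share it used was the pattern itself. The test of free RNA in hemoglobin-led barcodes was replaced by their number of hemoglobin UMIs, because the profile of retained cells had stood in for that of free RNA. Analyses used Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.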

Results

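Single-cell transcriptomes of the dorsal telencephalon of wild-type mouse embryos at embryonic day 14.5 were examined in 2 libraries of 1 group (WT). Replicate 2 held 1712 barcodes with 40267872 UMIs in total and a median of 24295 UMIs per barcode. Replicate 4 held 2589 barcodes with 49422007 UMIs and a median of 18388. After filtering, 1202 cells of replicate 2 (median 30786 UMIs and 6090 genes) and 1953 cells of replicate 4 (median 22943 UMIs and 5369 genes) were retained. Values below are means ± SD over both libraries (n = 2) unless stated otherwise.

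The makeup of the dissected tissue was described first. Excitatory neuron-like cells made up 45.6% ± 0.657 of retained cells, radial glial cell (RGC)-like cells 18.4% ± 1.37 and intermediate progenitor cell (IPC)-like cells 13.9% ± 0.822. Of the 1436 excitatory neuron-like cells, 357 formed a cluster with 9 of 13 markers of that class raised. It also had 5 of 8 IPC markers raised, with Eomes and Sstr2 among its 10 leading genes. MGE interneuron-like cells were 54 of 1202 cells in replicate 2 (4.49%, 95% Clopper-Pearson interval 3.39% to 5.82%) and 81 of 1953 in replicate 4 (4.15%, 3.31% to 5.13%). The intervals of the libraries did not overlap for 4 of 12 classes. Striatal projection neuron-like cells were at 1.16% (0.638% to 1.95%) in replicate 2 and 3.64% (2.85% to 4.56%) in replicate 4. GABAergic neuron-like cells without a sub-class were at 0.582% (0.234% to 1.20%) and 2.97% (2.26% to 3.82%). They included a sub-cluster of 7 and 38 cells led by cell-cycle genes such as Top2a and Mki67. Hem or choroid plexus-like cells were at 1.58% (0.954% to 2.46%) and 0.512% (0.246% to 0.940%). Cells in clusters without a name were at 10.1% (8.5% to 11.997%) and 5.43% (4.46% to 6.53%). All these clusters had at least 3 raised markers and stayed unnamed for their leading genes or low depth. A cluster of 73 such cells had 15 of 15 RGC markers raised, but more leading genes from another class. Of the 4 classes whose shares were recomputed under the alternatives, the IPC-like share moved furthest, to 28.4% at Leiden resolution 0.5, where the excitatory neuron-like share was 35.3%.

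**Figure D1:**
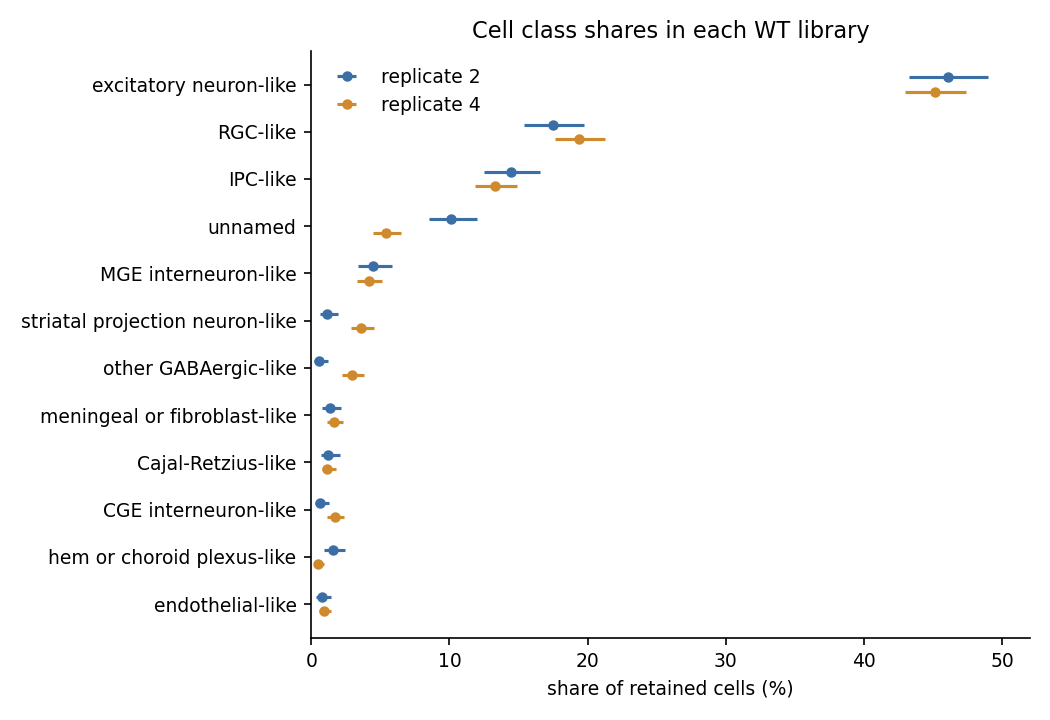
Share of retained cells (%) in each class for both WT libraries, with 95% exact binomial intervals as bars (counting error only). MGE interneuron-like cells were at 4.49% and 4.15%, while striatal projection neuron-like cells were at 1.16% and 3.64%.

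The study concerns DNMT1, the maintenance DNA methyltransferase, in postmitotic interneurons. Dnmt1 (ENSMUSG00000004099) was at 50.1 ± 6.32 CPM in MGE interneuron-like cells, from 68 and 51 UMIs in replicates 2 and 4. Its level was 37.8 ± 1.68 CPM in excitatory neuron-like, 119 ± 2.75 CPM in RGC-like and 57.0 ± 7.25 CPM in IPC-like cells. After thinning to 5000 UMIs, 17.1% ± 5.12 of MGE interneuron-like, 16.4% ± 1.11 of excitatory neuron-like and 37.4% ± 6.44 of RGC-like cells had a Dnmt1 UMI; unthinned, the shares were 53.4%, 59.5% and 80.9%. By phase, Dnmt1 in RGC-like cells was at 158 ± 7.52 CPM in S-like, 91.5 ± 12.03 CPM in G2/M-like and 17.1 ± 2.66 CPM in G1-like cells. The latter were only 20 and 25 cells. G1-like MGE interneuron-like cells were at 49.7 ± 6.93 CPM. IPC-like cells were at 109 ± 14.2 CPM in S-like, 96.0 ± 9.69 CPM in G2/M-like and 20.5 ± 1.22 CPM in G1-like cells (102 and 126 cells).

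**Figure D2:**
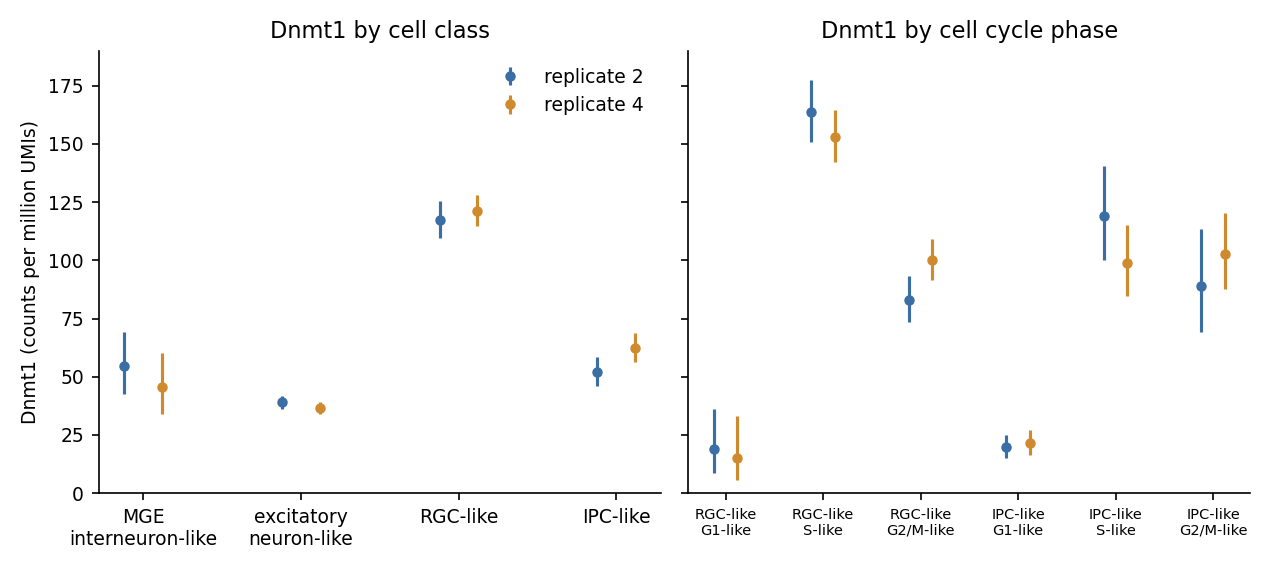
Dnmt1 in CPM by cell class (left) and by cell cycle phase of RGC-like and IPC-like cells (right), one point per WT library with 95% exact Poisson intervals (counting error only). S-like RGC-like cells were highest, with 164 and 153 CPM.

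MGE interneuron-like cells were compared with excitatory neuron-like cells to ask which signalling genes set the interneurons apart from local neurons. The excitatory neuron-like class included the 357 cells of the cluster with raised IPC markers. Of 12819 genes, 2347 were called, 870 higher and 1477 lower in MGE interneuron-like cells. The alternative that moved the count most by ratio made the classes from one part of the UMIs and tested the other, with 1718 of 10666 genes called, 1529 of them among the 2347. With only the compared classes in the fit 3186 genes were called. Of the fixed list, 29 genes were tested and 20 called, 20 also when adjusted over the list alone. Nrxn3 (ENSMUSG00000066392) was higher, at 21193 ± 1529 against 68.0 ± 51.5 CPM (log2 fold change 8.22, SE 0.66, edgeR adjusted p = 3.46e-06), in both libraries. Erbb4 (ENSMUSG00000062209), at 18320 ± 428 against 16.5 ± 5.34 CPM, and Dnmt3a (ENSMUSG00000020661), with a log2 fold change of 1.44, were also higher. Dnmt1 did not differ (log2 fold change 0.34, SE 0.19, edgeR adjusted p = 0.251). Epha4 (ENSMUSG00000026235) was lower (log2 fold change -1.98, edgeR adjusted p = 0.0251), but this call was lost under 4 of 13 alternatives.

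MGE interneuron-like cells were then compared with the progenitors, as senders against receivers of signals. Against RGC-like cells 6414 genes were called (3084 higher, 3330 lower), with 24 of 29 list genes called, and 24 adjusted over the list alone. Against IPC-like cells 5192 genes were called (2410 higher, 2782 lower), with 25 list genes, and 25 adjusted over the list alone. Nrxn3 was higher than in RGC-like (log2 fold change 8.67) and IPC-like cells (8.06). The receptor gene Nlgn1 (ENSMUSG00000063887) was at 386 ± 44.0 CPM in MGE interneuron-like, 1169 ± 148 CPM in RGC-like and 1036 ± 137 CPM in IPC-like cells, and Epha4 at 98.9 ± 18.4, 628 ± 6.06 and 716 ± 7.18 CPM. Both were lower in MGE interneuron-like cells in both comparisons; for Nlgn1 against IPC-like cells the call was lost when the mixed sub-cluster was counted as MGE interneuron-like. Efnb2 (ENSMUSG00000001300) was at 294 ± 24.1 CPM in MGE interneuron-like cells. It was higher than in IPC-like cells (log2 fold change 1.52, SE 0.34, edgeR adjusted p = 0.00311), where 1 of 13 alternatives lost the call (genes scaled within each library, log2 fold change 0.85, edgeR adjusted p = 0.0885; range over the alternatives 1.85e-08 to 0.0885), and close to the threshold against RGC-like cells (0.86, SE 0.33, edgeR adjusted p = 0.0478), where 4 of 13 alternatives lost the call. Dnmt1 was lower than in RGC-like cells (log2 fold change -1.09, SE 0.19, edgeR adjusted p = 0.000322) and did not differ from IPC-like cells (-0.06, edgeR adjusted p = 0.817). The IPC-like sums pool cell cycle phases, which ranged from 20.5 CPM in G1-like to 109 CPM in S-like cells. In the RGC-like sums they ranged from 17.1 to 158 CPM, and only 8.06% of RGC-like cells were G1-like. Of MGE interneuron-like cells 99.4% were G1-like, at 49.7 CPM. The lower Dnmt1 level thus sets G1-like cells against mostly cycling cells and does not hold among G1-like cells, of which RGC-like cells had few.

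RGC-like and IPC-like cells were compared to ask whether receptor genes differ between the receiving progenitors. Of 12819 genes, 3453 were called (1760 higher, 1693 lower in RGC-like cells), with 13 of 29 list genes, and 16 adjusted over the list alone. The count of list genes ranged from 12 to 21 across the alternatives. The highest was 21 of 34 tested, with all genes of at least 1 count. Neither Nlgn1 (log2 fold change 0.14, edgeR adjusted p = 0.759) nor Epha4 (-0.22, edgeR adjusted p = 0.799) differed. Sstr2 (ENSMUSG00000047904) was at 1.17 ± 0.707 CPM in RGC-like against 121 ± 9.37 CPM in IPC-like cells (log2 fold change -6.63, SE 0.47, edgeR adjusted p = 1.16e-06). Lrp8 (ENSMUSG00000028613) was also lower (-3.11), and Nlgn3 (ENSMUSG00000031302) higher (2.10), in RGC-like cells. Erbb4 was higher in replicate 4 and lower in replicate 2, with 78 and 520 UMIs in RGC-like and 339 and 84 in IPC-like cells, and was not called.

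The study took Sst-positive interneurons as senders. Sst UMIs were found in 23 of 54 MGE interneuron-like cells in replicate 2 (42.6%, Clopper-Pearson interval 29.2% to 56.8%) and 26 of 81 in replicate 4 (32.1%, 22.2% to 43.4%), against 1.05% of excitatory neuron-like cells on average. Median depths of MGE interneuron-like cells were 23451 and 11132 UMIs and those of excitatory neuron-like cells 34039 and 24514 UMIs. After thinning the shares were 27.4% ± 1.39 and 0.117% ± 0.165. Between Sst-positive and Sst-negative cells, 19 of 7673 genes were called, 18 higher and 1 lower, and 737 had an unadjusted p-value under 0.05. This count ranged from 2 to 125 across the alternatives, and the share of higher genes among those called from 69.2% after thinning (9 higher, 4 lower) to 100% with the mixed sub-cluster (2 higher, 0 lower). It fell to 2 when the mixed sub-cluster, all of whose 20 cells came from replicate 4, was counted as MGE interneuron-like. With the library as a block it was 39. In the mixed sub-cluster 9 of 20 cells had an Sst UMI. They held 339 Sst UMIs, against 781 in the MGE interneuron-like cells of replicate 4. Which of the 2 assignments is right was not settled.

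Of the fixed list, 25 genes were tested in this contrast and 0 called, with 5 at an unadjusted p-value under 0.05. Adjusted over the list alone, 3 were called, with Reln (ENSMUSG00000042453) and Nlgn1 among them, both higher in Sst-positive cells. With the library as a block Reln was called over all genes (log2 fold change 2.26, edgeR adjusted p = 0.00748; adjusted p from 0.00160 to 0.534 over its alternatives). The called genes with the largest change included Mgat4c, Lingo2 and, lower, Epha5. Mgat4c had 278 UMIs in Sst-positive and 1 in Sst-negative cells, a ratio of 364 with a 95% counting interval of 64.9 to 14445. Lingo2 had a log2 fold change of 4.36 (SE 0.30, edgeR adjusted p = 0.00189) and Epha5 of -1.27 (SE 0.19, edgeR adjusted p = 0.0478). These 3 calls were lost when the mixed sub-cluster was included, and that of Epha5 also with the library as a block.

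**Figure D3:**
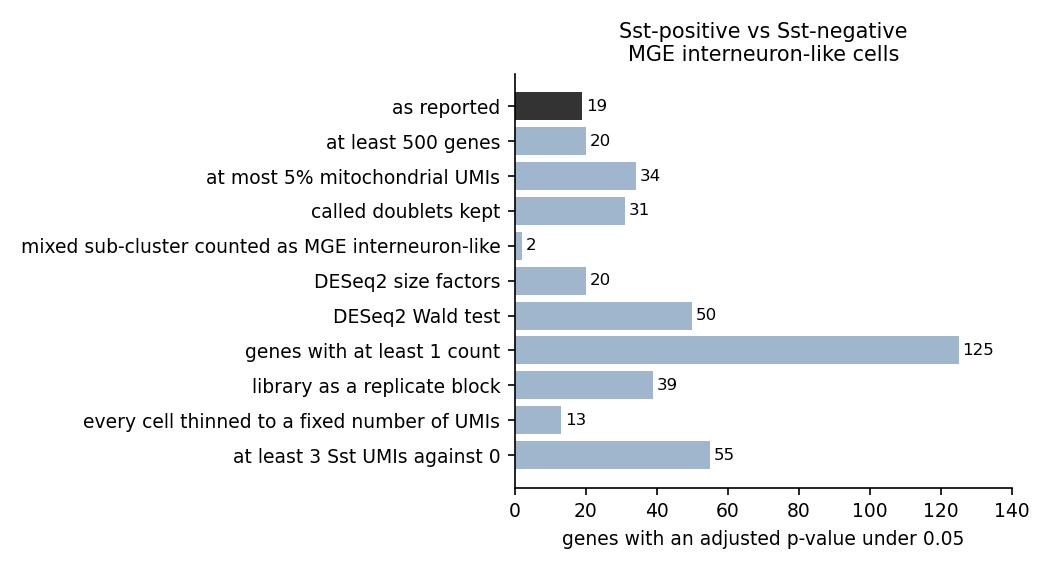
Number of genes with an adjusted p-value under 0.05 between Sst-positive and Sst-negative MGE interneuron-like cells, as reported (dark bar) and under each alternative. The count was 19 as reported and ranged from 2 to 125.

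Ligand-receptor scores asked which pairs could link Sst-positive MGE interneuron-like senders with progenitors. Of the 34 pairs, 17 scored above 0 in both libraries with RGC-like and 15 with IPC-like receivers. This number depended on depth and averaging. After thinning, 5 pairs in each library scored above 0 with RGC-like and 8 with IPC-like receivers. With the arithmetic mean 29 and 30 pairs did so in replicates 2 and 4 with RGC-like receivers, and 29 in each with IPC-like receivers. Nrxn3-Nlgn1 ranked first in both libraries, with 0.272 ± 0.00311 for RGC-like and 0.222 ± 0.0165 for IPC-like receivers. Its score depended most on the half-saturation constant and was 0.789 for RGC-like receivers at a constant of 0.05. Efnb2-Epha4 scored 0.0696 ± 0.00382 with RGC-like receivers, rank 4 in both libraries, and 0.0702 ± 0.00387 with IPC-like receivers, rank 3 and 4. Sst-Sstr2 scored 0.0301 ± 0.00847 with IPC-like receivers and 0 in both libraries with RGC-like receivers. Senders were chosen for having an Sst UMI. Without thinning, only the receptor therefore decides whether the Sst-Sstr2 score is above 0. The ranks describe this panel alone and carry no test.

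**Figure D4:**
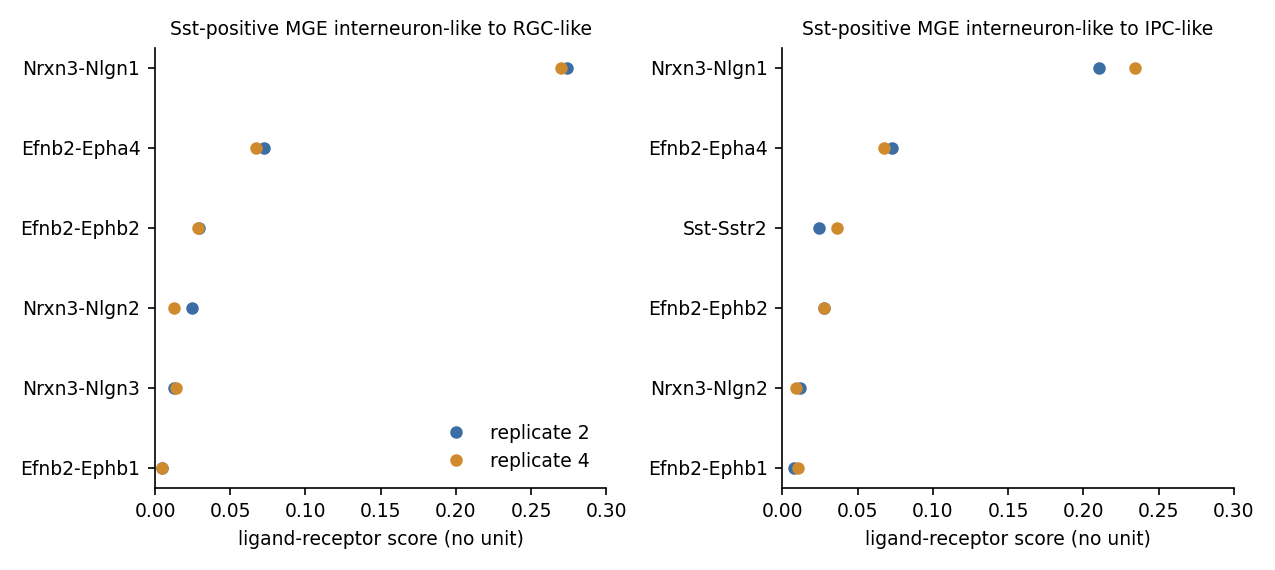
Ligand-receptor scores (no unit) of pairs of the ligand genes Nrxn3, Efnb2 and Sst with a score above 0 in both libraries, from Sst-positive MGE interneuron-like senders to RGC-like (left) and IPC-like (right) receivers, one point per WT library. Nrxn3-Nlgn1 was first in both libraries for both receivers.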

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

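The tests in this part were chosen after the result had been seen. Among the barcodes left out for having under 1000 genes, hemoglobin genes held over 50% of the UMIs in 124, which drew attention because these barcodes enter no comparison. They were 57 of 442 such barcodes in replicate 2 and 67 of 423 in replicate 4. Hemoglobin was 0.0203% and 0.135% of the UMIs of retained cells. The tables argue against free RNA in empty droplets, which would reach the droplets of retained cells alike: the median number of hemoglobin UMIs was 610 and 6283 per hemoglobin-led barcode in replicates 2 and 4, against 2 and 5 per retained cell. The lowest hemoglobin-led barcode had 289 and 434 hemoglobin UMIs, while 95% of retained cells had at most 7 and 12. Red blood cells are a candidate explanation that stays open, since Alas2, a gene of heme synthesis, had a CPM 127-fold that of retained cells. The design has 1 group, so no biological difference was tested.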

How the results depend on the processing

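Alternatives were fixed before the data were examined, except the one that counts the mixed sub-cluster as MGE interneuron-like, which was chosen after seeing the data. Of 462 fold changes of named genes with a test, 426 kept their direction and their side of the threshold, 15 became weaker, 12 stronger and 9 changed sign. In none of the 9 was the gene called in either fit. Dnmt1 against IPC-like cells changed from -0.06 to 0.23 with at least 500 genes, 0.29 with at most 5% mitochondrial UMIs, 0.10 and 0.090 at Leiden resolutions 0.5 and 2, 0.20 with genes scaled within each library and 0.021 with the mixed sub-cluster. Efnb2 against excitatory neuron-like cells became -0.0086 with all genes of at least 1 count. In the Sst contrast Dnmt1 became -0.10 with the mixed sub-cluster and Efnb2 became 0.044 with at least 3 Sst UMIs. The cause was not tested.

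The counts of called genes between classes stayed within 1.5 times of the reported ones under all 13 alternatives in each comparison. The Sst contrast did not. Its 19 genes became 34 with at most 5% mitochondrial UMIs, 31 with doublets kept, 2 with the mixed sub-cluster, 50 with the DESeq2 Wald test, 125 with all genes of at least 1 count, 39 with the library as a replicate block and 55 with at least 3 Sst UMIs. The cause was not tested. The replicate block changed the call of Epha5 (lost) and Reln (gained) in this contrast, and no other call of a gene named here. Counts of called list genes ranged from 17 to 23, 23 to 26 and 24 to 27 in the MGE interneuron-like comparisons with excitatory neuron-like, RGC-like and IPC-like cells. Testing all genes of at least 1 count moved the median log2 fold change by -0.16, -0.13 and -0.12 in the same order. The DESeq2 Wald test raised the share of higher genes among those called against excitatory neuron-like cells from 37.1% to 47.5%. With DESeq2 size factors and the edgeR test this share was 44.45%. It fell to 30.6% with all genes of at least 1 count.

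Class shares were recomputed for MGE interneuron-like, RGC-like, IPC-like and excitatory neuron-like cells alone. The IPC-like share was 19.5% with at least 500 genes, 28.3% with at most 5% mitochondrial UMIs, 28.4% and 16.0% at Leiden resolutions 0.5 and 2, and 25.6% with scaling within libraries. The excitatory neuron-like share was 35.0%, 35.3%, 35.3%, 43.0% and 34.0% in the same settings. The RGC-like share was 16.9% with at least 500 genes and 16.5% at Leiden resolution 2. The MGE interneuron-like share was 3.95% with at most 5% mitochondrial UMIs and 4.83% with the mixed sub-cluster. Dnmt1 in MGE interneuron-like cells moved by less than the SD, from 45.7 to 54.6 CPM across its alternatives. In the other 3 classes 8 of 30 values moved beyond the SD and 22 did not. Their ranges were 36.7 to 40.0 CPM in excitatory neuron-like, 114 to 125 CPM in RGC-like and 44.4 to 62.2 CPM in IPC-like cells.

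The score of Nrxn3-Nlgn1 with RGC-like receivers was 0.2503 with at least 500 genes, 0.277 with at most 5% mitochondrial UMIs, 0.262 with the arithmetic mean, 0.268 with the trimmed mean, 0.277 with all MGE interneuron-like senders, 0.266 after thinning and 0.789 at a constant of 0.05. With IPC-like receivers it was 0.244 with at most 5% mitochondrial UMIs and 0.741 at that constant. The pair ranked first under each alternative that was ranked. The SD of 2 libraries is small, so small shifts count as moves.

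With 1 library left out, each class has 1 sum, so values but no calls are given. These values are ratios of CPM without TMM normalization, set against the edgeR fold change of both libraries. Of 76 fold changes 26 lay further than the SD from the edgeR value, and no called gene changed sign. The values of 2 libraries never lie further than their SD from their mean. The 26 moves therefore reflect the different calculation and cannot show dependence on a library.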

Other observations

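The tests of shallow capture, of depth in the Sst contrast and of subpallial tissue were chosen after the results had been seen. One cluster without a name (37 and 28 cells) had radial glia markers and medians of 5829 and 3680 UMIs per cell. Ribosomal protein genes took a share of UMIs 0.192 ± 0.0466 (SD, n = 2) times that in RGC-like cells, and genes spanning over 100 kb 1.58 times. This is consistent with nuclei or cells that lost their cytoplasm. Shallow capture of whole cells would keep these shares, and the median cell was at 0.198 times the RGC-like ribosomal share. The mitochondrial share, tried first as a test of shallow capture, gave opposite answers by how it was summarised: 1.54 times the RGC-like share for pooled UMIs, and 0.489 and 0.111 times for the median cell in replicates 2 and 4. It was therefore not used to decide. The cluster held both cells with under 1% mitochondrial UMIs (17 and 17) and cells with over 5% (10 and 6), so a mixture of cells stays open.

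Length favours long genes where intronic reads are counted. Nrxn3 had more UMIs than 100% of the 48 detected genes of like length in MGE interneuron-like cells of both libraries, which argues against length as the whole cause of its high level. Nlgn1 in RGC-like cells stood above 88.5% of 131 such genes in one library and 90.8% in the other. This lies between the outcomes set beforehand, so length and expression cannot be told apart for Nlgn1.

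Random splits of the MGE interneuron-like cells were used to ask whether the 19 genes of the Sst contrast could come from any split. Of 100 splits, the real split included, 1 gave as many called genes, and the highest of the 99 random draws gave 5. At least 1 gene was called in 36 of the 99 draws. Single calls in this contrast can therefore arise without a difference in Sst status. To test depth, every cell was thinned to 5000 UMIs and Sst status was taken from the thinned counts (17 and 21 Sst-positive cells). This gave 13 called genes. Of 100 splits of the thinned cells, the real split included, 1 gave as many. The highest random draw gave 2, and 15 of the 99 draws called at least 1 gene. The 13 genes called in thinned cells argue against deeper cells being called Sst-positive more often as the whole cause. Of the 19 genes 7 were among the 13, so a part played by depth stays open for the other 12. Neither test covers the choice of cells, which left 2 called genes when the mixed sub-cluster was counted in. Sst-positive cells were more frequent in one MGE interneuron-like sub-cluster (58.8% and 61.3% of cells) than in the other (15% and 14%), so the contrast also compares these sub-clusters.

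Dnmt1 in MGE interneuron-like cells was at 42.1% ± 6.27 (SD, n = 2) of its RGC-like level, against 0.880% for Top2a and 0.878% for Mki67. Free RNA from cycling progenitors would bring these alike and so is not the whole cause.

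The share of striatal projection neuron-like cells in replicate 4 was 3.12 times that in replicate 2. The ratio was 5.10 for GABAergic neuron-like cells without a sub-class, 2.54 for CGE interneuron-like cells, whose intervals overlapped, and 0.923 for MGE interneuron-like cells. The cells without a sub-class were the mixed sub-cluster (0 and 20 cells) and a sub-cluster of 7 and 38 cells in replicates 2 and 4. The second was led by cell-cycle genes such as Top2a and Mki67, so its name does not mean that its cells had stopped dividing. More subpallial tissue in that dissection would also bring progenitors of the ganglionic eminences. Gsx1 or Gsx2 UMIs, from 2 of the 5 markers fixed for such progenitors, were found in 2 of 506 progenitor-like and unnamed cells in replicate 2 (0.395%, 0.0479% to 1.42%) and 14 of 745 in replicate 4 (1.88%, 1.03% to 3.13%), a ratio of 4.75. The count left out GABAergic neuron-like cells. Among these, a cluster of 6 and 34 cells had 3 of the 5 markers raised, with Top2a and Mki67 among its 10 leading genes. That goes with more subpallial tissue, but the shares of GABAergic neuron-like cells were what raised the question. The intervals of the count overlap and its cells are few, so more subpallial tissue and other causes cannot be told apart. Replicate 2 had 282 CPM of 4 Y-chromosome genes and 0.106 CPM of Xist, and replicate 4 had 0.236 and 835 CPM. Differences between the libraries thus cannot be separated from sex. The sum of 13 genes that respond to dissociation was 411 and 397 CPM.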
